A study of Mus musculus with 4 samples. Its data were reported in "PP2Ac/STRN4 negatively regulates STING-type I IFN signaling in tumor-associated macrophages" (2023).

How the data were processed

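Droplet single-cell RNA-Seq libraries were made from dissociated SB28 tumors, with 1 library for each of 4 groups. According to the study, each library was made from pooled tumors of its group. The submitters' processing notes name Cell Ranger 3.0.2 and Seurat 4.0.6 and the mouse build mm10, with no role or order. Cell calling, the filter on cells, the treatment of doublets and any equalising of depth between libraries are not given in the sources used here. The deposited tables used here were the barcode list and the feature list for the merged libraries. Both hold identifiers and no measured values. The count matrix was not analysed here, so no normalization, clustering, doublet calling or expression test was carried out, and levels per library, foreseen for the case that counts were at hand, were not computed. The gene expression and cluster tables in the study's supplement were not used as data.

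The groups were taken from the sample titles. Library suffixes were not assigned to groups, since neither the titles nor the files name them, and they were not inferred from their order or size. No column of values per sample was set aside (0 such columns).

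Barcodes were counted per suffix, and shares were given 95% Wilson intervals. Barcode sequences were compared between suffixes by exact identity of all 16 bases. The 6 pair counts were tested against the products of the library sizes by a Monte Carlo multinomial test with 100000 draws, and each pair by a two-sided exact binomial test with Benjamini-Hochberg adjustment over the 6 pairs. Both describe these libraries and not the conditions. The Monte Carlo test was tested on simulated data, with 2000 draws in each of 200 simulated sets. Intervals cover counting error only.

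The gene lists (165 entries in 21 lists) were fixed before the data were examined, and every gene of a list could be named, although the values of some listed genes are not reported here. Other genes are named only as the feature that shares most sequence with a listed gene, and were chosen after the values were seen, as were sfGFP and eGFP. A list entry was matched to the feature list by its symbol or, failing that, by an older symbol. Identifiers were matched to GENCODE M21 (GRCm38) without their version. The Ensembl release behind the feature list is not given in the sources used here, and 93 mouse identifiers had no match. Among matched identifiers, 813 carried another symbol in M21. The symbols printed are those of the fixed lists or of the feature list.

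The comparison of 3′ ends was added after the feature list had been seen. All words of 50 bases in the last 500 bases of each protein-coding transcript were taken from the M21 transcript sequences, and a word counted as shared when a transcript of another listed gene held it on the same strand. Words were compared through 64-bit hashes, and the procedure was tested on simulated transcripts with known copies. Words of 31 and 91 bases, the last 300 and the last 1000 bases, and a feature list restricted to coding, long non-coding and immune-receptor gene types (32623 features) were tried as alternatives. Matches had to be exact, the genome sequence itself was not searched, and the length of the sequenced reads is not given in the sources used here. Differences of means between lists were tested by two-sided permutation of the gene labels, exact for 8 against 12 genes and with 100000 permutations for 13 against 12. Genes are not independent replicates, and these tests describe the annotation, not the tumors. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.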

Results

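SB28 is a mouse glioma line that was grown in WT mice and in mice with a myeloid deletion of the PP2A catalytic subunit (PP2Ac KO), made by Cre expressed from the lysozyme M (Lyz2) locus. Tumor cells were placed either in the flank (s.c.) or in the brain (i.c.) and were harvested on day 18. Dissociated tumors were profiled by droplet single-cell RNA-Seq with 3′ end counting. The 4 libraries form 4 groups, namely PP2Ac KO s.c., WT s.c., PP2Ac KO i.c. and WT i.c., with 1 library in each. The values described here are the list of cell barcodes and the list of measured features for the whole series. UMI counts were not analysed here, so no expression level, cell type or cluster frequency is given, and the depth per cell is unknown.

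The design poses 3 questions: whether loss of PP2Ac in myeloid cells changed the immune cells of s.c. tumors, whether it changed those of i.c. tumors, and whether the change differed between the sites. None of these comparisons was made here. Each group had a single library, so there was no replicate error against which to set a difference. The barcodes carried a library number, or suffix, from 1 to 4, and which suffix belonged to which group is not given in the sources used here. The direction and size of any change in macrophages, microglia or lymphocytes therefore cannot be stated from these values.

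Cell calling had retained 34230 barcodes over the 4 libraries. The library with suffix 1 held 7956 barcodes, that with suffix 2 held 8293, that with suffix 3 held 9825 and that with suffix 4 held 8156. The largest library was 1.23 times the smallest. Suffix 3 accounted for 28.7% of all barcodes (95% Wilson interval 28.2% to 29.2%) and suffix 1 for 23.2% (22.8% to 23.7%). These intervals cover counting error only and not the spread between tumors, and no group can be attached to either share.

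A barcode sequence that occurs under more than 1 suffix can arise by chance, when the same bead sequence is used in separate libraries. Of 34096 distinct sequences of 16 bases, 132 occurred under 2 suffixes and 1 under 3 suffixes. The barcodes involved made up 0.780% of the total. The 6 pairs of libraries shared between 18 and 31 sequences. Libraries 3 and 4 shared 31 (95% Poisson interval 21.1 to 44.0) against 24.7 expected from the library sizes, and libraries 1 and 2 shared 26 (17.0 to 38.1) against 20.3. The expected values divide the 135 shared occurrences among the pairs in proportion to the product of the library sizes. They therefore compare the pairs with each other, and whether the total of 135 exceeded chance was not tested. The chi-square statistic of the 6 counts against that proportion was 5.22, and no departure was detected in a Monte Carlo multinomial test of this chi-square value (100000 draws, p = 0.389). In two-sided exact binomial tests, none of the 6 pairs passed after Benjamini-Hochberg adjustment, and the smallest adjusted value was 0.445. The smallest unadjusted value in these exact tests was 0.180. In 200 simulated sets in which 1 pair had a 3-fold excess, the Monte Carlo test called 100% of sets, and it called 7% of sets with no excess. The largest observed ratio to the expected number was 1.28, for libraries 1 and 2. Excesses of that size were not simulated, so the power to detect them is unknown.

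**Figure D1:**
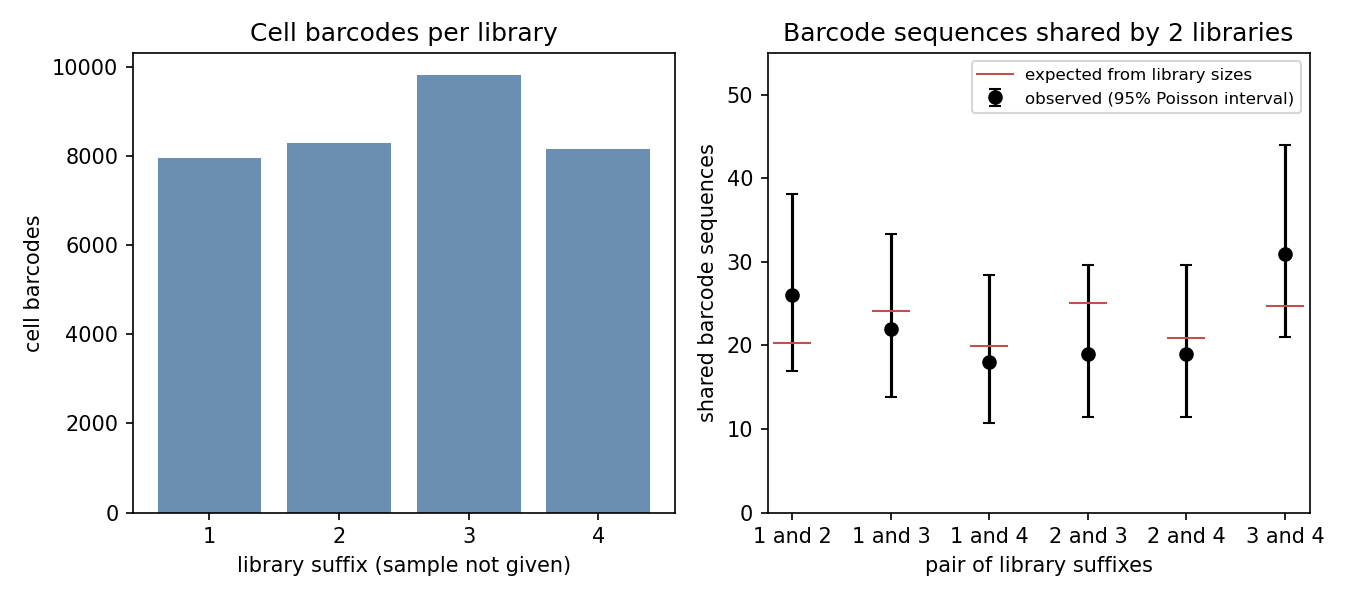
Left, number of cell barcodes (vertical axis) under each library suffix (horizontal axis); the suffixes are not assigned to groups. Right, number of barcode sequences shared by each pair of libraries (points, with 95% Poisson intervals) and the number expected from the library sizes (red lines). The interval of each of the 6 pairs includes the expected number.

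The feature list set which genes the libraries could measure. It held 55575 entries, of which 55573 were mouse gene identifiers. The other 2 were the fluorescent reporters sfGFP and eGFP. Of the mouse identifiers, 55480 (99.8%) were found in GENCODE release M21 for GRCm38, the assembly that mm10 names, and gene positions are given from that release. Protein-coding genes made up 21980 of the matched features (39.6%), pseudogenes 13525 (24.4%) and small or structural RNA genes 6115. A total of 117 symbols stood on more than 1 identifier, and none of these belonged to the gene lists described next.

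The genes of the pathway under study were present as single features. All 4 PP2A catalytic and scaffold subunits were listed, among them Ppp2ca (ENSMUSG00000020349, chromosome 11, 52098681 to 52127778, plus strand), which encodes the PP2A catalytic subunit alpha, and its paralog Ppp2cb (chromosome 8, 33599625 to 33619441). All 12 regulatory B subunits on the list were present. Strn4, one of the striatins, a family of PP2A regulatory subunits, was listed at chromosome 7, 16815889 to 16840931. The Hippo-YAP list was complete at 14 of 14 genes, with the kinases Stk4 (MST1) and Stk3 (MST2) and the coactivators Yap1 (chromosome 9, 7931999 to 8004596, minus strand) and Wwtr1 (TAZ). All 9 cGAS-STING genes were present. The DNA sensor was listed as Cgas, whereas STING was listed under its older symbol, Tmem173 (chromosome 18, 35733679 to 35740554, minus strand). All 12 IFN-response genes, such as Isg15 and Cxcl10, all 9 antigen-presentation genes and all 13 mitochondrially encoded genes were present. The marker lists for monocytes, microglia, neutrophils, dendritic cells, T cells, NK cells and B cells were complete. In total, 158 of 165 list entries were found and 19 of 21 lists were complete. The exceptions were the reporter list, with 0 of 6 names found as written, and the striatin list, in which the entry for Cttnbp2nl had been misspelled. With that spelling corrected and letter case ignored, 160 entries were found.

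Genes of the lists differed in how much of their 3′ end could be told apart from other features. For each of 21811 protein-coding genes, the share of 50-base words in the last 500 bases of its coding transcripts that also occurred in a transcript of another listed feature was determined. The median was 0%, 5672 genes (26.0%) had any shared word, and 1700 genes (7.79%) had a shared fraction of at least 50%. Ppp2ca, Ppp2cb, Ppp2r1a, Ppp2r1b and the 7 striatin-complex genes had no shared word, nor had Yap1, Wwtr1, Tmem119, Mmp9, Cxcl9 or Cxcl10. In the antigen-presentation list, H2-K1 shared 9.60% of its words, and H2-D1, the other classical class I heavy chain on the list, shared 8.92%. Among the IFN-response genes, Ifit3 shared 14.9% of its words with its neighbor Ifit3b, Mx1 shared 2.25%, Isg15 shared 0.665% and the other 9 shared none. Trex1, an exonuclease that degrades cytosolic DNA, shared 100% of its words with Atrip, which ends at the same place on chromosome 9 (109057933) on the same strand. Lyz2, the locus that drives Cre, shared 16.9% with its paralog Lyz1. The monocyte marker Ly6c2 shared 34.8%, most of it with Ly6c1.

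The mitochondrially encoded genes, which encode subunits of the respiratory chain and of ATP synthase, showed the highest shared fractions of the lists. Their mean was 47.8% ± 49.2 (SD, n = 13 genes), and 6 of the 13 were above 95%: mt-Co1 at 95.3%, mt-Co2 at 100%, mt-Co3 at 99.8%, mt-Atp6 at 99.3%, mt-Nd3 at 98.0% and mt-Nd4l at 98.8%. For these 6 genes, the feature with the most shared words was an unprocessed pseudogene on chromosome 1. The 6 pseudogenes lay on the minus strand between positions 24612407 and 24616197. For example, Gm28437 (24613189 to 24613971) held 99.8% of the words of mt-Co3. By contrast, mt-Nd1, mt-Nd4, mt-Nd6, mt-Cytb and mt-Atp8 shared none. The 9 genes of the oxidative phosphorylation and MMP9 list, nuclear genes all, had a mean of 5.61% ± 9.83 (SD, n = 9 genes), with the highest value in Ndufb9 (29.1%).

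**Figure D2:**
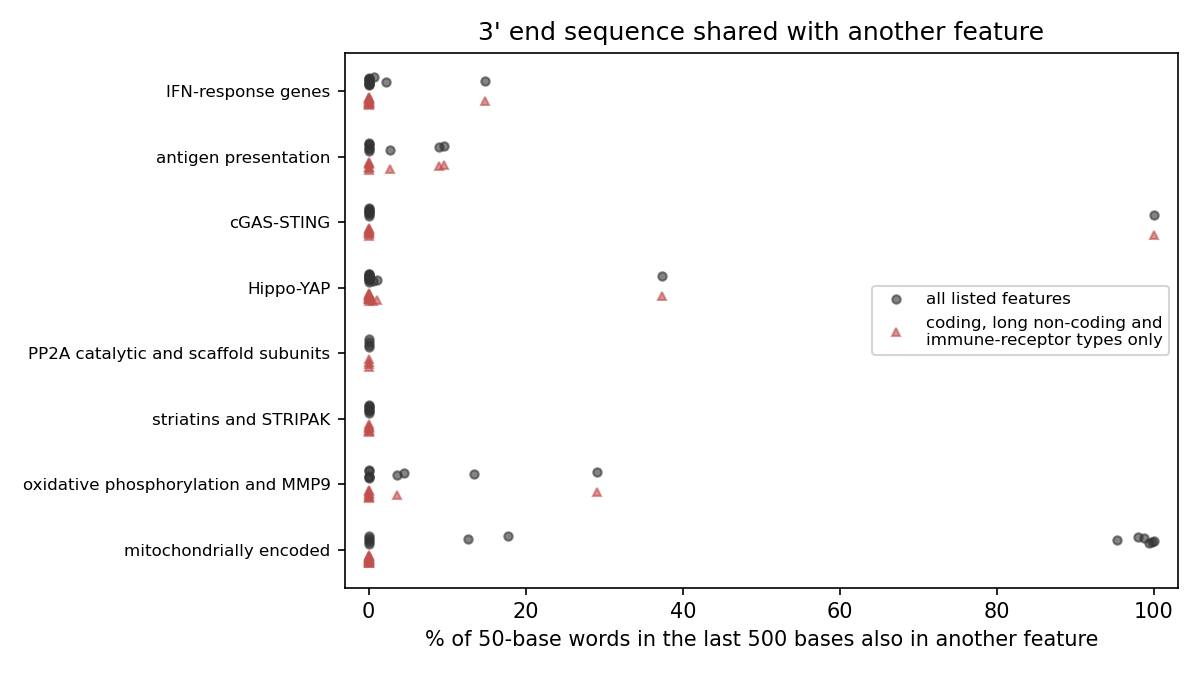
Share of 50-base words in the last 500 bases of each gene that also occurred in another feature (horizontal axis, in %), for 8 gene lists (vertical axis), with 1 point per gene. Gray circles count all listed features and red triangles only coding, long non-coding and immune-receptor gene types. With all features, 6 of 13 mitochondrially encoded genes lie above 95%, and with the restricted types none of them shares a word.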

Values the study reported

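The study clustered 26,023 cells from its 4 groups, each a pool of tissue from 3 mice. In s.c. tumors, it described 12 clusters of immune cells. A macrophage cluster with a strong IFN signature (cluster 6) was over 15-fold more frequent in PP2Ac-deficient mice than in WT mice, and a transitory cluster with IFN activation (cluster 2) was 4-fold more frequent. A macrophage cluster marked by MMP9 and oxidative phosphorylation (cluster 9) was 3-fold less frequent. In i.c. tumors, IFN-high monocytes (cluster 8) were 5-fold more frequent in the deficient mice, and the study describes its MMP9-high cluster (cluster 6) as lost.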

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

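Settings for the barcodes and the symbol matching were chosen before the data were examined, except the corrected spelling, which gave 160 listed genes in place of 158. Counting distinct sequences gave 34096 in place of 34230 barcodes, and keeping only barcodes found under a single suffix left 7890, 8230, 9754 and 8089 for suffixes 1 to 4. Allowing 1 mismatched base added no shared barcode to the 135. With each library left out in turn, p of the Monte Carlo test for shared barcodes ranged from 0.191 to 0.404 and stayed above the threshold. Matching genes by their current symbol alone gave 157 in place of 158. All settings for the 3′ ends were chosen after the feature list had been seen. The excess of the mitochondrially encoded over the IFN-response genes was between 43.8 and 48.0 percentage points for the other word lengths and windows. With the feature list restricted to coding, long non-coding and immune-receptor types it turned to -1.24 percentage points (permutation p = 0.956), since this restriction takes away the pseudogenes that hold the mitochondrial sequence. The excess of the nuclear oxidative phosphorylation genes lay between 0.297 and 7.49 points and passed the threshold under none of these settings. UMI depth per library was not analysed here, so other ways to compute levels per library were not run, and how depth limits any gene is unknown.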

Other observations

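The 3′ end comparison and its alternatives were chosen after the feature list had been seen, while the predictions for both tests were written before their results. The barcodes in the list numbered 34230. That is higher than the number of cells quoted from the study above, and the filter between them is not given in the sources used here.

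One hypothesis was that the breadth of the feature list, which keeps pseudogenes, makes reads of some gene groups ambiguous, and that this bears unequally on the lists of mitochondrially encoded, nuclear oxidative phosphorylation and IFN-response genes. Whether the mitochondrially encoded genes belong to the oxidative phosphorylation signature of the study was not tested. For mitochondrially encoded genes, the mean shared fraction was 46.3 percentage points above that of the IFN-response genes (47.8% against 1.48%, 13 and 12 genes, permutation p = 0.00454), and 8 of 13 genes had any shared word against 3 of 12. Over all protein-coding genes measured, 26.0% had any shared word, so the count for the IFN-response genes was close to that share. The mitochondrial genes with the highest values matched pseudogenes in a single stretch of chromosome 1 (24612407 to 24616197). These genes are therefore not independent observations, and the p-value can overstate the support for the excess. With the feature list restricted to coding, long non-coding and immune-receptor types, the excess was gone (-1.24 points). For every mitochondrially encoded gene with a shared word, the main partner was a pseudogene, which this restriction removes. That outcome was thus largely set in advance and adds no support. Given such sharing, a counter that keeps only reads assigned to a single gene may count mt-Co1, mt-Co2, mt-Co3, mt-Atp6, mt-Nd3 and mt-Nd4l low. A filter on the mitochondrial share of a cell could then rest mainly on the other mitochondrial genes. Whether this happened in these libraries was not tested, as UMI counts were not analysed here.

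For the nuclear oxidative phosphorylation genes the same hypothesis stays open. Their mean was 4.83 points above that of the IFN-response genes (6.31% against 1.48%, 8 and 12 genes, exact permutation p = 0.158), and 4 of the 8 had any shared word. The difference did not pass the threshold. Its direction depends on the IFN list, since the type I IFN and receptor list had a higher mean, 14.9% (6 of 9 genes with any shared word), a difference that was not tested. The difference from the IFN-response genes was 2.84 points with the feature list restricted to coding, long non-coding and immune-receptor types (exact permutation p = 0.491), so more of it came from other features than from those the restriction removes. The highest value, 29.1% in Ndufb9, was shared with the protein-coding feature Gm49356. With the restricted list, Ndufb9 kept this value, Atp5b kept 3.55% and the other nuclear genes shared none. What remained of the difference thus rested mainly on Ndufb9. Gm49356 ends at 58937359 on chromosome 15, before the annotated end of Ndufb9 at 58939488, both on the plus strand. The shared words of Ndufb9 therefore lie away from its annotated 3′ end. With the last 1000 bases and all listed features, the difference from the IFN-response genes was 0.297 points (exact permutation p = 0.865). The list with Mmp9 included had a mean at percentile 41.7 of 10000 random lists of its size. The IFN-response list lay at percentile 15.1 of random lists of its own size, so the reference itself was low. All 4 libraries have the same feature list, and whether such sharing bears on a difference between PP2Ac KO and WT tumors was not tested.

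Other listed genes shared part of their words as well. Bnip3, a hypoxia-induced mitophagy receptor, shared 24.4% of its words, of which most lay in the processed pseudogene Gm16439. Spp1 (osteopontin) shared 8.23% with the overlapping feature Gm42793, and both values were 0% once pseudogenes and unclassified transcripts were left out. Gm42793 ends at 104436372 on chromosome 5, before the annotated end of Spp1 at 104441050, both on the plus strand. Words were pooled over all coding transcripts of a gene, so the shared words of Spp1 lie away from its annotated 3′ end. Itgam (CD11b) shared 19.7% with the overlapping coding model Gm49368 and Lats2, a Hippo kinase, shared 37.3% with Gm49361. These values held with the restricted feature list. The microglia markers Tmem119, P2ry12 and Sall1 and the B cell markers Cd79a and Ms4a1 shared none.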
